A study of Homo sapiens with 14 samples. Its data were reported in "Rapid and synchronous chemical induction of replicative‐like senescence via a small molecule inhibitor" (2024).

How the data were processed

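Poly(A)-selected RNA from IMR90 cells, primary human fetal lung fibroblasts, was sequenced in 7 groups. I79 and I10 are the names of the 2 isolates of these cells. Each isolate was sampled young (proliferating) and old (passaged to replicative senescence). I79 was also sampled after treatment with ICM (inflachromene), a small molecule that binds the chromatin proteins HMGB1 and HMGB2. The last pair of groups was wild type (WT) and HMGB2 knockdown (HMGB2 KD), made with siRNA. Groups were taken from the sample titles, which list 2 replicates for each group.

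The deposited files came in 3 kinds that had been counted in different ways. For WT and HMGB2 KD the authors deposited raw counts per gene for each library, with 54628 gene symbols. The methods of the study name STAR on hg19 and featureCounts, while these tables end with the summary rows that htseq-count writes, so the counter and the use of strand remain unstated. Summary rows took between 16.9% and 18.0% of the rows' totals and stayed out of library sizes and tests. For old and young cells the authors deposited estimated counts and TPM (length-corrected shares of transcripts) for 205259 transcripts, in the layout of Salmon, with 1 table for each isolate and age. Since the titles list 2 replicates for each of these groups, each table either pools replicates or holds 1 of them, which is not stated. It was treated as a pooled value of the authors, with no SD and no n. For the ICM libraries the authors deposited estimated counts of reads per gene and transcript region, fractional where a read was shared, for 38716 gene symbols. Per the methods of the study, short reads of the mRNA libraries matched to ribosome profiling were assigned to transcripts in collaboration with a company, and the region layout points to these. The coding region held 61.1% and 61.9% of the reads of the 2 ICM libraries. The aligner, build and annotation version are not stated.

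Estimated counts of transcripts were summed per gene through the GENCODE v44 annotation lifted to GRCh37 (hg19), which matched 97.7% of transcript IDs and between 97.2% and 97.4% of the reads. Sums were rounded to whole numbers. The deposited TPM values served only for an alternative count, in which TPM was multiplied by a gene's mean transcript length and scaled to the library total. For values between tables, older symbols were replaced by GENCODE symbols where unambiguous. This left 24344 genes listed in all 3 kinds of table. Between 93.7% and 96.7% of each library's gene reads fell on them.

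The WT and HMGB2 KD libraries held between 33561766 and 41168932 counts, the old and young tables between 14991385 and 20632959 estimated counts, and the ICM libraries 13290131 and 10971132 reads. Counting intervals and limits from counts of 0 (3 counts) cover counting error only, since the reads carry no molecular identifiers. Intervals are 95% intervals (exact Clopper-Pearson, on the old column's share of a gene's counts in an isolate, rescaled by library size). No replicate pair was a duplicate: chi-square per degree of freedom between replicates was 27.1 for WT, 41.4 for HMGB2 KD and 2.23 for ICM.

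Differences were tested with edgeR 4.0.16 (R 4.3.3), by its quasi-likelihood test with TMM scaling and the filterByExpr filter. P-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 0.6, the thresholds in the methods of the study. The standard error of a log2 fold change was taken as its size over the square root of F. HMGB2 KD was compared with WT (2 against 2, no covariate). Old was compared with young over both isolates with isolate as a covariate, so that the 2 isolates were the replicates and 1 residual degree of freedom was left. Within an isolate, and for the difference between isolates, each group had 1 table and no test was run. A count of genes past 0.6 is given there. ICM libraries were set against I79 young on log2 CPM (counts scaled to library size, prior count 2) over shared genes. Because these tables were counted in different ways, no test was run and no count is read as an effect of the treatment. The WT libraries, whose labels name no ICM and which were counted in yet another way, were set against I79 young by the same steps as a background. The labels do not give the isolate of the WT and HMGB2 KD libraries, nor whether WT was transfected or given a control siRNA, so WT to I79 young ratios may hold such differences as well. List medians of these ratios were also computed with members at 0 in a whole group set to the limit a count of 0 allows. Correlations are Spearman coefficients across genes, which are not independent replicates, so no p-value is attached.

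On simulated counts with 200 genes changed by 1.5 on the log2 scale, the knockdown design (15338 genes) recovered 75.5% of changed genes with 6 false calls. The old against young design (15135 genes) recovered 77.5% with 9 false calls.

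Gene lists (cell cycle, inflammatory secretome, p53 targets, interferon response and extracellular matrix) and a panel of 17 genes were fixed before the data were examined. Lists were tested two-sided with camera (limma 3.58.1, preset inter-gene correlation 0.01) and adjusted over the 5 lists at 0.05. Between tables a list's median was placed among 10000 random lists of the same size matched on mean level. Besides the panel, each tested comparison names the 3 called genes that rose most and the 3 that fell most, among those with an average log2 CPM of at least 3 whose libraries did not overlap between groups. Some genes that the panel or this rule names are not reported here. Coordinates are those of GENCODE on GRCh37, counted from 1.

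Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, other thresholds, the replicate number as a block, 1 RUVs factor (written out here as in the RUVs method), each replicate left out, other control columns, a minimum of 100 counts, Pearson correlation, fry and an estimated inter-gene correlation. Length-scaled counts, no isolate covariate, coding and noncoding reads only, WT as control of ICM, the removal of a spline trend over GC content and transcript length, correlations over called genes, and fry and an estimated correlation in the fit with the replicate block were added after seeing the data, and a list of 8 leukocyte transcripts was written then too. The DMSO controls of the study were not used here. Figures were drawn with matplotlib 3.10.9.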

Results

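RNA-seq libraries of IMR90 lung fibroblasts were analysed from 7 groups: I79 young, I79 old, I10 young, I10 old, I79 ICM, WT and HMGB2 KD. I79 and I10 are isolates of these cells. The old and young groups had 1 pooled column each, with 14991385 estimated counts in I79 young, 19832964 in I79 old, 18246187 in I10 young and 20632959 in I10 old. The ICM group had 2 replicates, with 13290131 and 10971132 reads. WT had 2 replicates, with 33561766 and 36450212 counts, and HMGB2 KD had 2, with 37132978 and 41168932 counts. Log2 CPM correlated across genes between replicates with a Pearson r of 0.988 in WT and 0.985 in HMGB2 KD.

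The knockdown libraries address which transcripts change when HMGB2, a chromatin protein lost at senescence, is depleted by siRNA. The targeted gene was examined first. HMGB2 lies on chromosome 4 from 174252527 to 174255583 of GRCh37, on the minus strand. It stood at 27.1 and 27.3 TMM-scaled CPM in the WT libraries (929 and 1021 counts) and at 3.22 and 3.64 CPM in the HMGB2 KD libraries (118 and 145 counts). The group means were 27.2 ± 0.15 CPM (SD, n = 2) and 3.43 ± 0.29 CPM (SD, n = 2), a log2 fold change of -2.99 (SE 0.16, adjusted p 8.28e-07 by edgeR's quasi-likelihood test). Scaling by plain library totals gave -3.06. HMGB1, the paralog on chromosome 13 (31030841 to 31191734), differed by less than the spread between replicates, at 361 ± 5.85 CPM in WT and 366 ± 26.7 CPM in HMGB2 KD (SD, n = 2; adjusted p 0.96).

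Of 15338 genes tested, 797 were called after HMGB2 knockdown, 438 higher and 359 lower. With an adjusted p under 0.05 and the same fold change minimum, 1187 genes passed, 659 higher and 528 lower. Among the alternatives without pairing, that threshold moved the count most. In all 797 called genes the WT and HMGB2 KD libraries did not overlap, against 53.8% of all tested genes. With 2 libraries against 2, chance alone separates 1 gene in 3.

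Within the panel of 17 genes, 4 were called over all genes tested, and 4 when adjusted over the list alone. Besides HMGB2, these included HDAC9 and HMGA2. HDAC9 (chromosome 7, 18126572 to 19042039) rose from 3.40 ± 0.19 to 8.78 ± 0.75 CPM (SD, n = 2), by 1.37 on the log2 scale (SE 0.21, adjusted p 0.00097 by edgeR). HMGA2 (chromosome 12, 66218240 to 66360071) rose from 211 ± 16.9 to 348 ± 38.8 CPM, by 0.72 (SE 0.14, adjusted p 0.0051). CDKN1A, LMNB1, CDK1 and EZH2 were not called; their log2 fold changes were 0.26, -0.04, -0.23 and -0.09. CXCL8 stood at 1724 and 730 CPM in WT and at 875 and 268 CPM in HMGB2 KD, so that the groups overlapped (log2 fold change -1.10, adjusted p 0.12 by edgeR). With no filter on low counts it was called (adjusted p 7.75e-12), and with 1 RUVs factor as well (adjusted p 1.17e-07), so its call changed with the fit. The fit with no filter also moved the adjusted p of HMGB2 by edgeR from 8.28e-07 to 6.36e-53. As the groups overlapped with 2 libraries each, neither call is read as a change of CXCL8. Without HMGB2 KD replicate 2 its log2 ratio was -0.36. IL6 overlapped between the groups too (495 and 281 CPM in WT, 394 and 170 CPM in HMGB2 KD). HMGA1 had a log2 fold change of 0.64 that missed the threshold (adjusted p 0.058), and was called with no filter on low counts (adjusted p 0.0005). Without HMGB2 KD replicate 2 its log2 fold change was 0.21.

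**Figure D1:**
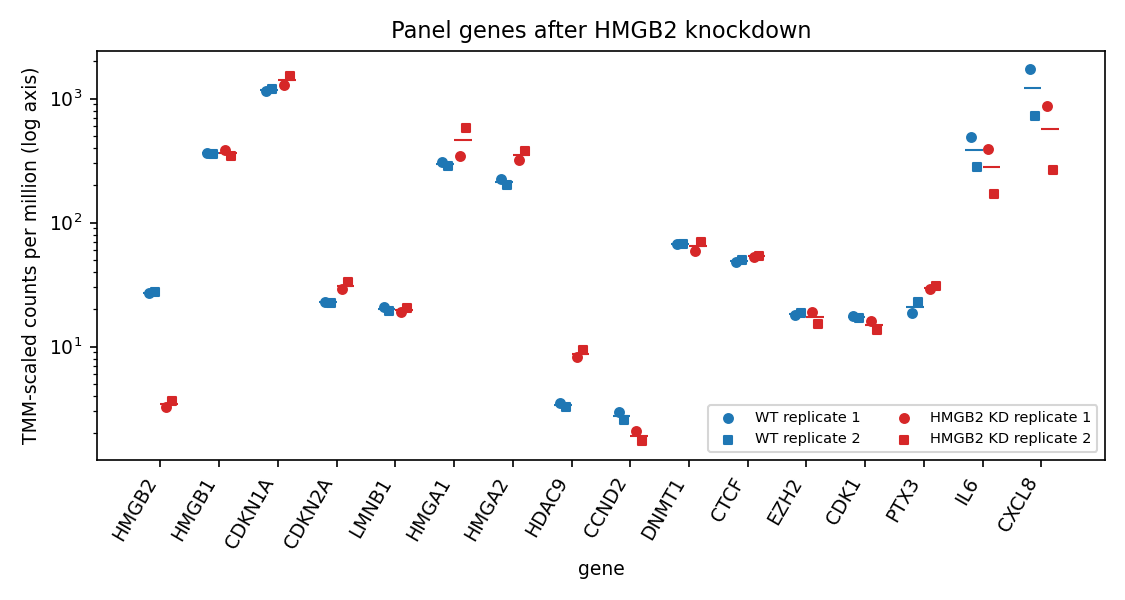
TMM-scaled CPM (log axis) of panel genes in the WT and HMGB2 KD libraries, with a point per library and a line at each group's mean. HMGB2 lies at 27.1 and 27.3 CPM in WT and 3.22 and 3.64 CPM in HMGB2 KD, while CXCL8 overlaps between the groups.

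The called genes with the largest rises were SLC14A1, AMIGO2 and KCNG1. SLC14A1 (chromosome 18, 43266990 to 43332485) rose by 3.28 on the log2 scale (SE 0.32, adjusted p 4.78e-05 by edgeR), with 1.34 and 2.09 CPM in WT and 10.9 and 22.5 CPM in HMGB2 KD. AMIGO2 (chromosome 12, 47469490 to 47473742) rose by 2.49 (SE 0.16, adjusted p 3.94e-06), and KCNG1 (chromosome 20, 49620193 to 49639644) by 2.23 (SE 0.18, adjusted p 2.19e-05). The largest falls were in SERPINB2, HMGB2 itself and WNT16. SERPINB2 (chromosome 18, 61538926 to 61571122) had a log2 fold change of -3.33 (SE 0.40, adjusted p 0.00017), from 65.3 and 30.6 CPM in WT to 7.24 and 2.38 CPM in HMGB2 KD. Its log2 ratio was -2.62 without HMGB2 KD replicate 2 and -4.20 without HMGB2 KD replicate 1. WNT16 (chromosome 7, 120965421 to 120981158) had a log2 fold change of -2.60 (SE 0.21, adjusted p 2.19e-05).

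Of the 28 genes named for either tested comparison, 19 overlap another annotated gene and 7 of these another protein-coding gene. Since the use of strand in counting is not stated, reads could be shared at these loci.

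By camera, 3 of the 5 gene lists passed an adjusted p of 0.05 after HMGB2 knockdown. The extracellular matrix list was higher, with a median log2 fold change of 0.66, 27 of 30 genes higher and an adjusted p of 2.27e-14. The inflammatory list was lower, with a median of -0.91, 29 of 33 genes lower and an adjusted p of 2.69e-09. The interferon list had a median of -0.25 (12 of 19 genes lower, adjusted p 0.037). The p53 target list (median 0.25, adjusted p 0.15) and the cell cycle list (median -0.02, adjusted p 0.90) did not pass. None of the 3 calls held under fry (adjusted p from 0.11 to 0.32) or with the inter-gene correlation estimated (adjusted p 0.34 for each of the 3). Of the extracellular matrix genes 13 were called over all genes tested and 18 when adjusted over the list alone. Of the inflammatory genes, 9 and 16 were. Without HMGB2 KD replicate 2, the inflammatory list's median on log2 CPM was -0.36, against -1.01 with all 4 libraries.

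The old and young columns address the transcripts that change when IMR90 cells are passaged into replicative senescence, and whether the isolates change alike. Over both isolates, 1414 of 15135 genes tested were called, 855 higher and 559 lower in old cells. The count depended strongly on the settings: it was 4250 with no filter on low counts, and 3847 (2030 higher, 1817 lower) at an adjusted p under 0.05. All 1414 called genes had the same direction in I79 and I10. The selection favours this, since the isolates were the only replicates of the fit. Of the panel, 11 of 17 genes were called over all genes tested, and 14 when adjusted over the list alone.

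HMGB2 had a log2 fold change of -1.64 (SE 0.10, adjusted p 0.0037 by edgeR) and fell from 122 to 38.2 CPM in I79 and from 141 to 46.3 CPM in I10. HMGB1 had a log2 fold change of -1.42 (SE 0.12, adjusted p 0.0048). LMNB1 (chromosome 5, 126112315 to 126172712) fell from 73.9 to 8.30 CPM in I79 and from 84.1 to 14.0 CPM in I10 (log2 fold change -2.86, SE 0.18, adjusted p 0.0037). CDKN1A (chromosome 6, 36644237 to 36655114) rose from 354 to 2350 CPM in I79 and from 341 to 1607 CPM in I10 (log2 fold change 2.48, SE 0.19, adjusted p 0.0043). CCND2 (5.47), HDAC9 (4.32) and HMGA2 (2.41) were also called higher, and EZH2 (-2.29), CDK1 (-1.80) and DNMT1 (-1.14) lower, by their log2 fold changes. CDK1 was not called without the isolate covariate (adjusted p 0.015). HMGA1, PTX3 and CTCF missed the threshold narrowly, with adjusted p of 0.013, 0.012 and 0.011 by edgeR, and each was called by the DESeq2 Wald test (3.31e-07, 0.00045 and 0.0063). CDKN2A, IL6 and CXCL8 moved in opposite directions in the isolates and were not called.

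The largest rises were in TMEM178B, PSG1 and KISS1. TMEM178B (chromosome 7, 140773864 to 141180180) had 0 counts in both young columns and 836 and 381 counts in I79 old and I10 old. Against the 3 counts that a count of 0 allows, this was at least 236-fold higher in I79 and at least 135-fold higher in I10, if no reads of it were assigned elsewhere. It was not called by the DESeq2 Wald test (adjusted p 0.022). PSG1 (chromosome 19, 43370616 to 43383974), one of a family of near-identical genes whose reads the estimates could split, went from 6 to 1567 counts in I79 and from 5 to 414 in I10 (log2 fold change 7.25, SE 0.29). KISS1 (chromosome 1, 204159469 to 204165619) had a log2 fold change of 6.53 (SE 0.28, adjusted p 0.0034 by edgeR), and was not called without the isolate covariate (adjusted p 0.012). Large falls were in DIRAS3 (chromosome 1, 68511569 to 68517400; log2 fold change -6.20, SE 0.49) and CYP1B1 (chromosome 2, 38294116 to 38337044; -6.17, SE 0.18). CYP1B1 fell from 167 to 2.77 CPM in I79 and from 159 to 1.77 CPM in I10. By isolate, the log2 change of KISS1 was 6.67 in I79 and 5.30 in I10, and that of DIRAS3 -4.91 and -7.03.

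Within isolates no test was possible. In I79, 6240 genes differed by more than 0.6 on the log2 scale between the old and young columns (3271 higher, 2969 lower). In I10, 5650 did (2808 higher, 2842 lower). The changes of the isolates correlated across genes (Spearman 0.77). Of 4272 genes past 0.6 in both isolates, 4112 had the same sign. The change differed by more than 0.6 between isolates for 3195 genes.

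**Figure D2:**
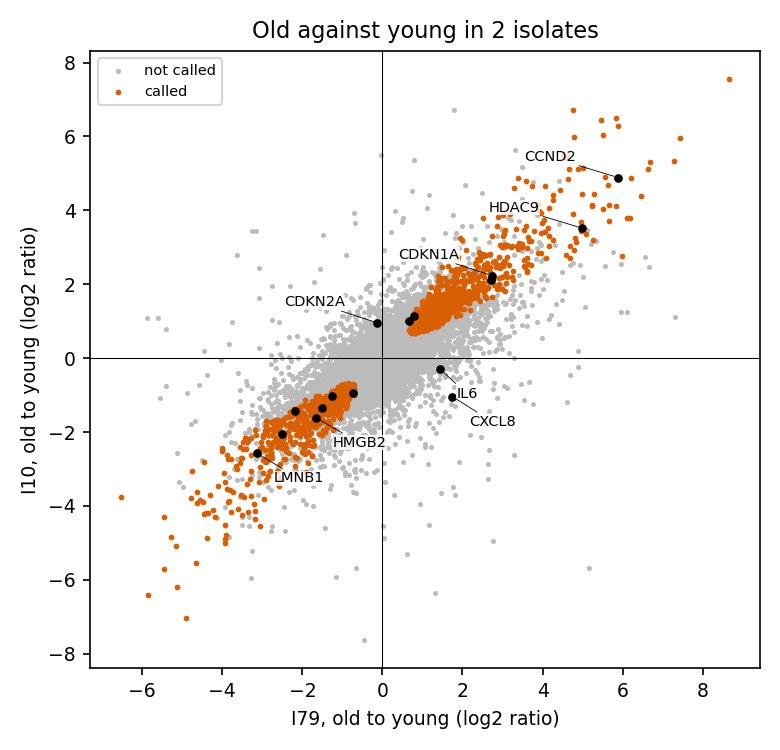
Log2 ratio of old to young in I79 (horizontal axis) and I10 (vertical axis), with a point per gene. Black points are panel genes. The 1414 called genes (orange) lie in the quadrants where both isolates moved the same way, and CDKN2A, IL6 and CXCL8 lie outside them.

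By camera the cell cycle list was lower in old cells (median log2 fold change -2.19, 33 of 33 genes lower, adjusted p 3.58e-35) and the p53 target list was higher (median 0.89, 23 of 26 genes higher, adjusted p 3.19e-06). The inflammatory (median 0.43, adjusted p 0.14), extracellular matrix (0.14, adjusted p 0.43) and interferon lists (0.02, adjusted p 0.69) did not pass. Neither call held under fry (adjusted p 0.27 and 0.43) or with an estimated correlation (0.64 and 0.91), which 1 residual degree of freedom leaves with little power.

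The ICM libraries address whether the inhibitor drives cells toward the senescent expression pattern. They were counted in another way than the young columns, so the ratio holds the counting as well as the treatment. If they are the libraries matched to ribosome profiling, their preparation differs too. Per the methods of the study, those came from lysates in a buffer with cycloheximide and ran on another sequencer. The methods name TRIzol for the other mRNA libraries. No step here separates such a difference from the treatment. Of 15276 shared genes, 9371 (61.3%) differed by more than 0.6 on the log2 scale between the ICM mean and I79 young. The WT libraries, whose labels name no ICM, differed from I79 young for 6912 genes (45.2%) by the same steps, which may hold a difference in isolate or transfection too, since neither is stated for WT. The ratio of I10 young to I79 young, counted alike, passed 0.6 for 1774 genes (11.6%). The ICM ratio correlated across genes with transcript length (Spearman -0.21) and GC content (0.15). Among the compared genes, 360 were at 0 in all 4 old and young columns and 786 in all 4 WT and HMGB2 KD libraries. With a mean of at least 100 counts, the number past 0.6 was 5841 of 10874 genes (53.7%).

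HMGB2 stood at 5.05 ± 1.09 CPM (SD, n = 2) in the ICM libraries and at 133 CPM in I79 young on the shared genes, a log2 ratio of -4.71; in WT against I79 young that ratio was -2.22. CDKN1A stood at 3340 ± 184 CPM against 387 CPM (log2 ratio 3.11; WT 1.67). LMNB1 had 10 and 2 reads in the ICM libraries (log2 ratio -7.41; WT -1.93), and CDK1 8 and 7 reads (-6.21; WT -1.53). HMGA2 was lower in ICM than in I79 young (-1.71) and higher in WT (1.62), while it rose in old cells of both isolates. CTCF had a log2 ratio of -1.56 (WT 0.02). IL6 and CXCL8 had log2 ratios of 1.56 and 1.55 to I79 young, and of -5.12 and -6.05 to WT, so their direction depended on the control. From coding and noncoding ICM reads only, CDKN1A had a log2 ratio to I79 young of 1.77, HMGA2 -3.26, CXCL8 0.54, IL6 2.00 and CTCF -1.40. HMGB2 had -4.55, LMNB1 -6.87 and CDK1 -6.08, so the directions held while the size for CDKN1A, HMGA2 and CXCL8 depended on the reads used. The young column kept reads of all regions there. Dropping untranslated regions from the ICM side alone shifts ratios by construction.

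The cell cycle list had a median log2 ratio of ICM to I79 young of -4.66, below all 10000 matched random lists. The extracellular matrix list (median -1.81) also lay below all of them, and the p53 target list (median 0.85) above all of them. For the matrix the study gives the opposite direction: it links matrix organization to genes higher after ICM against DMSO. The random lists were matched on mean level only. They cannot tell the treatment from a difference in counting or preparation that moves a list as a unit. The interferon list lay at percentile 68.7, and the inflammatory list, with 16 genes lower, 16 higher and 1 at 0 in both groups, at percentile 55.6 (median 0.00). In WT against I79 young the cell cycle list (median -2.02) lay below and the p53 (0.66) and inflammatory lists (3.77) above all 10000 random lists, and the extracellular matrix list (-0.19) lay at percentile 2.78. Some members had 0 counts in a whole group, among them CCNA2 and RELB in I79 young. Whether these are absent transcripts or reads assigned elsewhere is not known, and in the latter case the limit does not apply. With these at the limit that a count of 0 allows, the cell cycle medians were -4.69 in ICM and -2.02 in WT, and the inflammatory medians -0.06 and 3.61. The interferon median moved most, in WT, from -0.08 to -0.61.

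**Figure D3:**
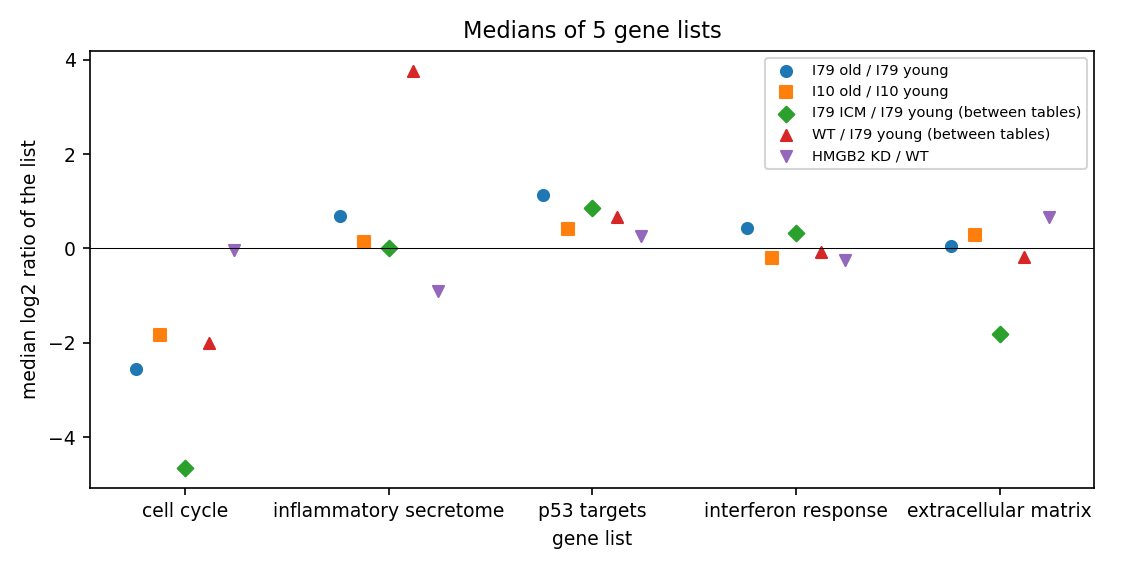
Median log2 ratio of each of 5 gene lists (vertical axis) in the old to young ratios of I79 and I10, in the ICM and WT to I79 young ratios between tables, and in HMGB2 KD against WT. The inflammatory list stands at 3.77 in WT against I79 young, and the cell cycle list at -4.66 in ICM against I79 young.

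Across the 15276 genes, ICM to I79 young ratios correlated with the I79 old against young change with a Spearman coefficient of 0.30. Both ratios share the I79 young column, and unchanged groups simulated around a shared control gave 0.15 on average over 20 draws. With the I10 old against young change, which shares no column, the coefficient was 0.33, where the simulation gave 0.00. WT to I79 young ratios gave 0.28 with the I79 change and 0.23 with the I10 change. Over 1366 genes called in old against young, the ICM coefficient with the I79 change was 0.70, and 84.3% of these genes had the same sign. With the I10 change it was 0.71 there (84.3% of the same sign), where WT to I79 young ratios gave 0.57 (76.5%). The I10 sign share repeats the I79 one by construction, since all called genes moved alike in both isolates. These genes were called partly from the I79 young column, which the ICM and WT ratios share. No unchanged groups were simulated over them. With WT as the control of ICM the coefficient with the I79 change over all genes was 0.10.

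**Figure D4:**
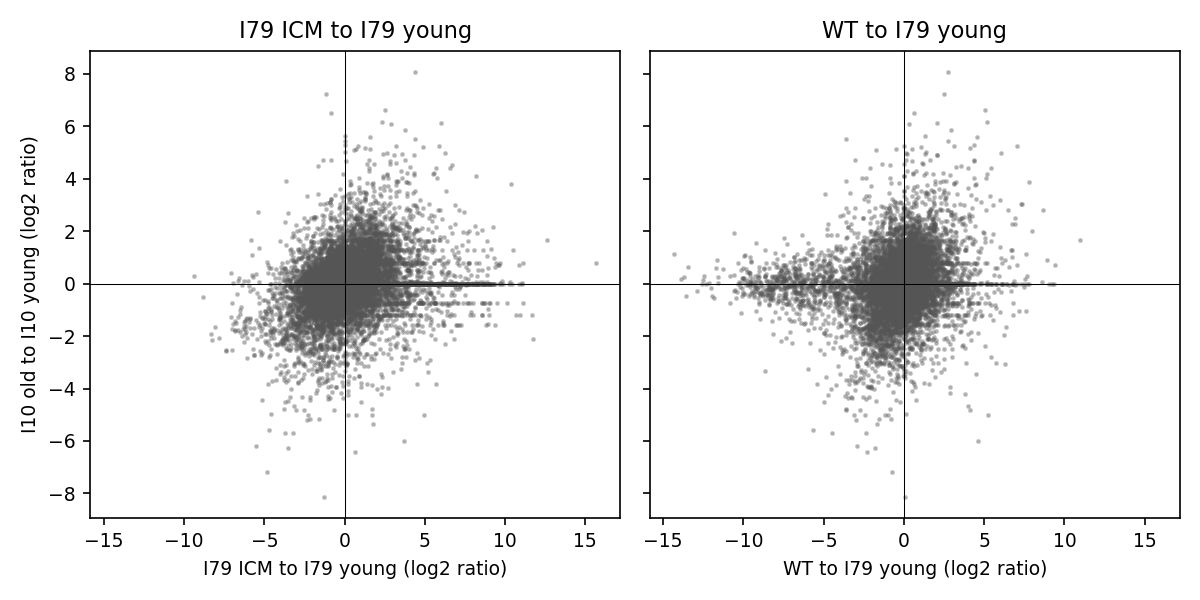
Log2 ratio of I10 old to I10 young (vertical axis) against the log2 ratio to I79 young (horizontal axis) of the ICM libraries (left) and the WT libraries (right), with a point per gene. The Spearman coefficients are 0.33 and 0.23, and the horizontal streaks hold genes at or near 0 in a whole kind of table.

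HMGB2 knockdown and ICM ratios correlated with a coefficient of 0.02 across genes and of -0.10 over 772 genes called after knockdown, of which 46.8% had the same sign. With WT as the control of ICM, which the knockdown change shares, the coefficient was 0.16. A shared control alone can give a positive coefficient: the simulation around a shared control averaged 0.15. No unchanged groups were simulated for this pair, so nothing is read from the 0.16. HMGB2 knockdown and old against young changes correlated with a coefficient of 0.09 across genes. The coefficient was 0.16 over 160 genes called in both, of which 93 had the same sign. Set against I79 young, the WT libraries had a log2 ratio of -2.22 for HMGB2 and a cell cycle median of -2.02. Old to young log2 ratios of HMGB2 were -1.65 in I79 and -1.59 in I10. The WT ratios hold the counting too, but WT may have been low in HMGB2 and slow growing before knockdown. The knockdown coefficients, and the cell cycle list, CDKN1A, LMNB1, CDK1 and EZH2 after knockdown, thus cannot decide whether HMGB2 loss resembles senescence.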

Values the study reported

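The study reported about 950 and more than 1250 genes as differentially expressed after 6 days of ICM against a DMSO control, at an adjusted p under 0.05 and an absolute log2 fold change over 0.6. For ICM changes against those of HMGB2 knockdown it gave an R2 of 0.46. Its figure legend describes this as a Spearman coefficient over differentially expressed mRNAs.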

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

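The counting-interval tests of CDKN2A, IL6 and CXCL8, the length-scaled counts, the count of genes in opposite directions and the reading of the low-count tests of the lists were chosen after the result was seen. A group of 3 genes and a pair of lists moved in opposite directions in the isolates from young to old; the difference was not tested, since each isolate and age had 1 pooled column.

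CDKN2A differed between isolates by -1.08 on the log2 scale (I79 minus I10). It went from 146 to 158 estimated counts in I79, a log2 change of -0.12, and from 185 to 340 in I10, a change of 0.95. IL6 differed by 1.72: it went from 53 to 172 counts in I79 (1.43) and from 104 to 80 in I10 (-0.29). CXCL8 differed by 2.79: it went from 85 to 341 counts in I79 (1.75) and from 96 to 43 in I10 (-1.04). Counting error alone is argued against for the 3 genes. The exact 95% intervals of the isolates' log2 changes lay apart by 0.49 for CDKN2A, 0.87 for IL6 and 1.96 for CXCL8. The I79 interval of CDKN2A (-0.46 to 0.21) and the I10 interval of IL6 (-0.73 to 0.14) included 0, so the opposite sign itself is shown beyond counting error only for CXCL8. Transcript lengths in the estimates are argued against as well: with length-scaled counts the differences were -0.88, 1.88 and 2.69, and the directions stayed opposite. CDKN2A overlaps noncoding genes on the other strand, and whether the estimates used strand is not stated.

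The inflammatory list differed between isolates by 0.76 in its median (0.66 in I79, -0.10 in I10), and the interferon list by 0.48 (0.23 in I79, -0.25 in I10). With a trend over GC content and transcript length removed, the differences were 0.71 and 0.46, which argues against that trend. Over members with at least 100 counts the I10 medians were 0.21 for 20 inflammatory genes (11 higher) and 0.0828 for 7 interferon genes (4 higher), on the same side of 0 as in I79 (1.24 and 0.54). These I10 medians lie near 0 over members that went both ways, so genes of low counts as the source of the opposite sign cannot be told apart from an opposite change. On the genes shared by all tables the inflammatory medians were 0.68 in I79 and 0.14 in I10, while the interferon medians, 0.44 and -0.19, kept opposite signs. A smaller change in I10 stays open for both lists.

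Variation between cultures of an isolate cannot be told apart from a difference between isolates, because the columns hold no separate replicates; 160 genes were past 0.6 in both isolates in opposite directions. A difference between isolates in how far each had gone into senescence, or in its inflammatory program, stays open and untested.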

How the results depend on the processing

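Results over called genes, list tests that combine the replicate block with fry or an estimated correlation, and results with length-scaled counts, without the isolate covariate, from coding and noncoding ICM reads, with WT as control and with the GC content and length trend removed were chosen after seeing the data.

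The count of genes called after HMGB2 knockdown (797) was within 1.5 times of this, from 796 to 1187, under DESeq2 size factors, the DESeq2 Wald test, no filter, 1 RUVs factor and both other thresholds. DESeq2 shared 751 of its 891 genes with it. With the replicate number as a block the count was 1243, which included all 797; the cause was not tested. The numbers were not shown to pair the libraries: deviations of same-numbered libraries from their group correlated across genes with a Pearson r of 0.12, and there were only 2 pairs. A pairing is not excluded either, since the inflammatory and extracellular matrix lists differed between replicates in the same direction in both groups. Leaving out a library left 1 in its group, so no call was made. In the block fit the interferon list had an adjusted p of 0.051 and CXCL8 was called (adjusted p 7.09e-19). All other edgeR results of named genes and camera results of lists kept their side of the threshold there. With the block, the inflammatory, interferon and extracellular matrix lists had adjusted p of 0.305, 0.482 and 0.304 with the correlation estimated and of 0.104, 0.217 and 0.0579 by fry, so these tests did not pass either, with 1 residual degree of freedom. Old against young was already paired by isolate in its main fit. A block by replicate number was not possible there because the pooled columns carry no replicate numbers, nor for ICM because no test was run. All libraries of the knockdown's counting were already in its fit.

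Old against young (1414 genes) gave 2136 genes by the DESeq2 Wald test, of which 1397 were among the 1414, 4250 with no filter and 3847 at an adjusted p under 0.05. All 1414 were also among the 4250 and the 3847. A looser threshold calls more genes by construction. For the filter and the DESeq2 test the cause was not tested. DESeq2 size factors gave 1710, length-scaled counts 1871 and no isolate covariate 1748. The RUVs factor with the isolate left no degree of freedom and could not be fitted. Leaving out an isolate left no replicate. Genes past 0.6 rose with no filter from 6240 to 12068 in I79, from 5650 to 9708 in I10 and from 3195 to 9921 for the difference between isolates, as genes of low counts entered. The other alternatives of these 3 counts, and 9 of 10 for ICM (from 8451 to 11512 genes against 9371), stayed within 1.5 times. With at least 100 counts the ICM count was 5841, as fewer genes were compared. Tests, thresholds, the block and the RUVs factor do not apply to ICM.

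For gene lists after knockdown, the estimated inter-gene correlation gave an adjusted p of 0.34 (0.338) to the inflammatory, interferon and extracellular matrix lists, and fry gave 0.315, 0.109 and 0.119. For old against young the same tests gave 0.645 and 0.269 to the cell cycle list and 0.909 and 0.433 to the p53 list. Both allow for correlated genes, and the correlation was estimated at 0.52 in the inflammatory and 0.48 in the extracellular matrix list, but at 0.02 in the interferon list, where the cause was not tested. For ICM the inflammatory list went from percentile 55.6 to 0 and the p53 list from 100 to 97 with WT as control; the WT libraries held far more inflammatory transcripts than I79 young.

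The correlation of ICM with the I79 change (0.302) was 0.283 by Pearson, 0.323 with at least 100 counts, 0.326 with the I10 change, 0.701 over genes called in old against young, 0.308 with the trend removed and 0.103 with WT as control. It was from 0.298 to 0.301 across the 2 fits that each left out one replicate. HMGB2 knockdown with ICM (0.017) was -0.0965 over called genes and 0.158 with WT as control, which both changes then share. It was from -0.02 to 0.056 across the 6 fits that each left out 1 replicate, so its sign was not fixed. HMGB2 knockdown with old against young (0.085) was 0.0512 by Pearson, 0.125 with at least 100 counts and 0.16 over genes called in both, and positive under every alternative run. The causes of these shifts were not tested. Calls in ICM were not made, so genes called in both could not be used there.

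Of values of single genes and list medians, 399 kept their side or moved by less than the spread, 82 moved further, 14 became called and 3 were no longer called. None changed sign while called. Of the 82, 61 were ICM ratios.

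Depth limits the ICM ratios of LMNB1 and CDK1, which rest on 10 and 2 and on 8 and 7 reads, and the young values of TMEM178B, PSG1 and KISS1.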

Other observations

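Of the tests given here, the correlation of replicate differences, the count of inflammatory genes lower in both replicates, the test of WT ratios, the spread set against the fits that left out a library, and the reading of the low-count test of replicate differences over all genes were chosen after the result was seen. The tests that allow for correlated genes and the comparison with the I10 change had been planned, and only their use against the explanations below was chosen then.

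The extracellular matrix list was higher and the inflammatory list lower after HMGB2 knockdown. A trend over GC content and transcript length is argued against: with it removed the medians were 0.54 and -0.88. Over the 4 fits that each left out a library, the median nearest 0 was 0.44 and -0.36, in both cases without HMGB2 KD replicate 2. For the extracellular matrix list this lies beyond the difference between replicates of a group (0.26), which argues against a single deviating library as the whole cause. For the inflammatory list it lies inside that difference (-0.71 in WT), so these fits, which ignore the replicate number, cannot decide for it. Replicate 2 lay below replicate 1 by a similar amount in HMGB2 KD (-0.78), so HMGB2 KD replicate 2 did not deviate alone. With the replicate number as a block, the inflammatory list had an adjusted p of 7.49e-31 by camera and of 0.104 by fry. The numbers were not shown to pair the libraries, so a difference between libraries stays open for this list. Coordinated differences between libraries of a group cannot be told apart from the knockdown for these lists, since tests that allow for them, here without the replicate number, did not pass (adjusted p 0.34 with the correlation estimated for the extracellular matrix list, 0.32 by fry for the inflammatory list) and have little power with 2 libraries per group. An effect of HMGB2 loss on both programs stays open.

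The inflammatory list also differed within groups. Its median was -0.71 in WT replicate 2 against WT replicate 1 and -0.78 in HMGB2 KD replicate 2 against replicate 1, beside -1.01 for the knockdown. Low counts are argued against, since over 20 members with at least 1000 counts the difference nearer 0 was -0.61. A GC content or length trend is argued against too (-0.65 with it removed). Of 33 members, 27 were lower in replicate 2 of both groups; as the list moved as a unit, this cannot be told apart from independent noise that happened to take the same direction in both groups. The extracellular matrix list went the other way, as in the knockdown: its median was 0.26 in replicate 2 against replicate 1 of WT and 0.26 in HMGB2 KD, with 3 and 5 of 30 members lower, beside 0.65 for the knockdown. A shared handling of same-numbered cultures stays open and untested for both lists. No biological explanation was tested.

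Over all genes the replicate differences of the groups correlated weakly. The differences of replicate 2 from replicate 1 also correlated with the knockdown change (0.15 in WT and 0.20 in HMGB2 KD). That change is computed from the same libraries, so unequal noise between replicates alone could give such coefficients, and nothing is read from them. The Spearman coefficient between the replicate differences was 0.087, inside the range of 0.1 around 0 set for independent noise, but it was 0.12 by Pearson and 0.15 with the GC content and length trend removed, both outside it. The rise on its removal argues against that trend as the source. With a single replicate difference per group, independent noise cannot be told apart from a shared handling of same-numbered cultures. Over 6229 genes with at least 1000 counts it was 0.063, which decides nothing about low counts since the coefficient over all genes was as small.

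WT libraries differed from I79 young in the lists. The cell cycle median was -2.02 and the inflammatory median 3.77. CXCL8 stood at 1801 and 760 CPM in WT and 5.95 CPM in I79 young on the shared genes. A GC content or length trend between the ways of counting is argued against, with medians of -1.71 and 3.97 once it was removed. Blood cells in the WT cultures are argued against as well. Over 8 leukocyte transcripts (PTPRC, CD74, LYZ, SRGN, TYROBP, LAPTM5, CD68 and FCER1G), of which young cells also express CD68 (23.4 CPM) and SRGN (6.44 CPM), the median log2 ratio was -0.20 with 4 of 8 higher. CD68 was at 40.2 and 40.3 CPM in WT, SRGN at 10.2 and 10.3 CPM, and PTPRC at 0.09 and 0 CPM. WT cultures in a slower growing, inflamed state before knockdown, a transfection or control siRNA that the labels do not mention, another isolate in the WT cultures, which the labels do not name, and further differences in counting may all contribute and stay open.

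ICM to I79 young ratios correlated with the old against young change. The shared control column is argued against as the whole cause (0.33 with the I10 change, which shares none), as are a GC content and length trend (0.32 with it removed) and cell cycle genes alone (0.30 over 13713 genes without that list and without genes whose I10 change was under -1). Ratios of the WT libraries, which name no ICM, correlated with the same change at 0.23, and at 0.18 over those 13713 genes. Part of the ICM coefficient may therefore come from differences between cultures without ICM, their isolate and handling included, or from ways of counting. A difference in the preparation of the ICM libraries may add to it. How much of the ICM coefficient reflects the treatment stays open.

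The Spearman coefficient of HMGB2 knockdown with ICM was 0.02 here over all compared genes and -0.10 over genes called after knockdown. It was 0.16 with WT as the control of ICM, which the knockdown change shares. These are lower than the value quoted from the study above, which was over differentially expressed mRNAs. The ICM libraries here were set against a young column counted, and possibly prepared, in another way, and the DMSO control of the study was not used here. For ICM, 9371 genes passed 0.6 on the log2 scale here, without a test, and 6912 did for WT by the same steps. The counts quoted from the study above are lower. They came from a test against DMSO, so the counts are not comparable and nothing is read from the difference.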
